A study of Caenorhabditis elegans with 22 samples. Its data were reported in "H3K9me selectively blocks transcription factor activity and ensures differentiated tissue integrity" (2021).

How the data were processed

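RNA was sequenced from cells sorted by flow cytometry from dissociated L3 larvae of *C. elegans*. The 22 samples fall into 11 groups of 2 biological replicates each, taken from the sample labels. Body wall muscle cells, sorted by red fluorescence from a *myo-3* promoter, came from N2 (the Bristol wild type, WT), the *met-2(n4256)* mutant, the *set-25(n5021)* mutant and the *met-2 set-25* double mutant. Seam cells, which are lateral epidermal cells, came from the same 4 genotypes and were sorted as cells positive for both a green seam cell reporter and a red reporter of the junction protein AJM-1. Non-muscle cells from N2 form a further group. The last pair of groups is muscle from a strain whose endogenous *met-2* carries a degron, an auxin-inducible degradation tag, grown with or without auxin. MET-2 and SET-25 are methyltransferases of histone H3 lysine 9 (H3K9).

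The deposited values are raw read counts per gene, 1 column per library, in 3 tables of 20392 genes each. One table holds the muscle genotypes and the N2 non-muscle cells, another the seam cells and another the degron muscle. The labels describe Smart-Seq2 libraries, whereas the series text describes depletion of ribosomal RNA from total RNA; the sorted-cell protocol of the labels was taken as the one that applies. According to the study's methods, the authors aligned reads to the ce10 genome with hisat2 through QuasR and counted uniquely aligned reads within annotated WormBase WS220 exons on the annotated strand. Smart-Seq2 libraries do not usually retain strand, so a strand-specific count can hold a part of the reads only, and genes that overlap on opposite strands are uncertain. Members of near-identical families (*pals*, *enu-3*, *his* and the *hlh-25*, *hlh-27*, *hlh-28* and *hlh-29* genes) are also uncertain, since reads that align to several copies were not counted. Each table also gives a deposited exonic width in base pairs, which was used here for RPKM values. All 22 columns of counts were used, and every column name matched a sample label.

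Gene IDs are those of the tables. A gene name was found for 19182 of the 20392 IDs (94.1%) in a table of current names, and the other 1210 are given as IDs. The annotation of a later assembly, WBcel235, was used only for names, for the order of genes along chromosomes and for the chromosome of each gene. It placed 19870 IDs (97.4%). No coordinates are given, since the files use another build.

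Analyses were run in R 4.3.3. Genes were tested with the quasi-likelihood test of edgeR 4.0.16 on the counts as deposited, with TMM scaling factors, the filterByExpr filter and no covariate. Libraries of the 4 genotypes of a tissue were fitted together, so that they share an estimate of the spread. The 4 degron libraries were fitted alone, and N2 muscle was compared with N2 non-muscle cells in a fit of those 4 libraries. A gene was called at a Benjamini-Hochberg adjusted p (FDR) under 0.01 and a change of more than 2-fold. Following the study's methods, log2FC values are differences of the mean of log2(count scaled to the mean library size + 8). The pseudocount of 8 understates the change of genes with low counts. The fitted log2 changes printed with a standard error (SE) come from edgeR, and the SE is the size of the fitted change divided by the square root of the F statistic. CPM values are counts scaled to the library total, and mean ± SD is over the 2 libraries of a group. A library count of 3 or fewer was treated as the floor. Where both libraries of a group lay at or under it, the fold change is given as a lower bound computed against 3 counts. Counts of PCR-amplified reads without molecular identifiers are not independent molecules, so the floor covers counting error only.

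Differences between effects were tested as interaction terms at an adjusted p under 0.01 with no fold threshold, after joining tables by gene ID: muscle and seam cells (16 libraries), and the muscle genotypes with the degron groups (12 libraries). The tables come from separate experiments, so strain, sort and experiment follow the tissue or the tag in these fits. Overlaps of called genes were tested with Fisher's exact test (two-sided) over the genes tested in both fits, with adjustment over 6 overlaps. Correlations of log2FC are across genes, which are not independent replicates. For comparisons that share the N2 libraries, unchanged groups were simulated against those libraries.

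The rule for genes named in the text was that each contrast gives the 5 called genes with the largest rise and the 3 with the largest fall by log2FC, where both libraries of a group lay above both of the other, plus 17 genes fixed in advance. These are *met-2*, *set-25*, *pgl-1*, *pals-29*, *pals-30*, *myo-3*, *unc-54* and 10 transcription factors that the study discusses (*ceh-48*, *efl-1*, *egl-38*, *hlh-25*, *hlh-27*, *hlh-28*, *hlh-29*, *madf-9*, *pax-2* and *zip-11*). Lists of marker genes for 8 cell types (body wall muscle, germline, glia, hypodermis, intestine, neuron, pharynx and seam cell; 153 genes, of which 2 had no match) were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. These used the log CPM values of each fit, with adjustment over 88 tests at a threshold of 0.01. Groups, tests, thresholds, marker lists, fixed genes and the alternatives below were chosen before the data were examined, except where the Results or the closing section say otherwise.

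Library totals ranged from 12096374 to 16416460 counts in the table of muscle genotypes and non-muscle cells, from 18114744 to 24752059 in seam cells and from 11883702 to 24355743 in degron muscle. At these totals, 3 counts correspond to 0.121 to 0.252 CPM. Between replicates, the median chi-square per gene was taken over genes with at least 100 counts in the pair. Divided by the median expected from sampling noise alone, it ranged from 4.59 to 22.7. No pair thus agreed within sampling noise, and none was treated as a library deposited in duplicate. The SD of the log2 difference between replicates ranged from 0.30 to 0.65.

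The procedure was tested on counts simulated from the real means and library sizes with 200 genes changed 4-fold or 8-fold. The quasi-likelihood test recovered 67.5% of the changed genes in the muscle fit, 65.0% in the seam cell fit, 82.5% in the degron fit and 54.0% in the sort fit, with 0.735%, 1.52%, 0.602% and 4.43% of its calls false. Interaction tests recovered 39.5% (tissue) and 42.0% (null and auxin) of 200 changed genes, so many real differences of this size can be missed. The likelihood ratio test recovered 71.5% in the muscle fit with 5.92% of calls false, and the Wald test of DESeq2 1.42.0 recovered 72.0% with 5.26% false.

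The alternatives tried were the size factors of DESeq2 or library totals in place of TMM; the likelihood ratio test of edgeR or the DESeq2 Wald test; no filter on low counts, or at least 10 counts in at least 2 libraries; an adjusted p under 0.05; a 4-fold threshold; a pseudocount of 1; fitted fold changes; fits of the 2 compared groups alone; blocks for replicate number or library number; and leaving out each replicate. Leaving out a replicate leaves a group of 1 library, so it gives values and no calls.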

Results

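The series measured mRNA in sorted L3 cells, with 2 libraries for each of 11 groups. Body wall muscle and seam cells were taken from N2, *met-2*, *set-25* and *met-2 set-25* larvae. N2 non-muscle cells served as the counterpart of the muscle sort, and muscle of the *met-2::degron* strain was taken with and without auxin. The muscle genotype libraries held 12096374 to 16416460 counts, and 8015 to 8640 genes reached 10 counts in a muscle library of that table. The non-muscle libraries had 14893576 and 12415005 counts with 12688 and 12285 such genes. Seam cell libraries held 18114744 to 24752059 counts. The number of genes with 10 counts differed by genotype there, with 11749 and 10927 in N2, 11217 and 10804 in *met-2*, 9778 and 9810 in *set-25*, and 12898 and 12118 in *met-2 set-25*. Degron muscle libraries held 11883702 to 24355743 counts. The 10 most abundant genes took 27.5% to 32.1% of the counts in muscle genotype libraries and 9.14% to 15.4% in seam cell libraries.

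The targeted genes were examined first. In muscle, *met-2* (WBGene00019883) had 42.8 and 46.5 CPM in the N2 libraries, 26.0 and 27.3 in *met-2*, 29.9 and 44.4 in *set-25*, and 40.9 and 35.9 in *met-2 set-25*. The fitted log2 change in *met-2* muscle was -0.77 ± 0.257 (SE) with an adjusted p of 0.197, and in *met-2 set-25* muscle it was -0.16 ± 0.254 with an adjusted p of 0.799. The *set-25* gene (WBGene00012802) had 10.8 and 9.74 CPM in N2 muscle, 11.5 and 9.64 in *met-2*, 5.21 and 7.68 in *set-25*, and 11.6 and 4.11 in *met-2 set-25*. None of these muscle differences passed the threshold. The counts cover each gene as a whole and do not show which exons the reads came from, so in muscle they neither check nor contradict the genotype labels. In seam cells, *met-2* fell from 39.3 and 37.0 CPM in N2 to 14.03 and 15.9 in *met-2* (fitted log2 change -1.22 ± 0.142, adjusted p 0.00104) and to 22.1 and 20.3 in *met-2 set-25* (-1.10 ± 0.141, adjusted p 0.00208), with 30.1 and 27.3 in *set-25*. On the pseudocount scale that sets the 2-fold rule, the log2FC was -1.33 in *met-2* and -0.84 in *met-2 set-25*, so the first was called and the second was not. The *set-25* transcript went from 33.1 and 30.5 CPM in N2 seam cells to 17.1 and 17.3 in *set-25* (-0.60 ± 0.124, adjusted p 0.00783) and 21.3 and 19.1 in *met-2 set-25* (-0.91 ± 0.124, adjusted p 0.00280), with log2FC of -0.87 and -0.65, and was 38.2 and 40.6 in *met-2*. Non-muscle cells of N2 had 181 and 157 CPM of *met-2* and 22.4 and 24.5 of *set-25*. The degron strain, in which the protein and not the transcript is degraded, had 18.2 and 27.8 CPM of *met-2* without auxin and 19.1 and 28.02 with auxin, and 20.2 and 24.4 against 21.97 and 25.6 of *set-25*.

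The comparison of N2 muscle with N2 non-muscle cells addressed the purity of the sort. Of 12107 genes tested, 1110 were higher and 2838 lower in muscle. The scaling moved this split: library totals alone gave 866 higher and 6376 lower, and fitted fold changes gave 1998 and 2786. The median log2FC of all genes was -1.73 on library totals, so the higher genes (median 2.04) and the lower genes (median -4.31, or -5.50 with 1359 genes at the muscle floor set to their bound) lie around a shifted centre. The sort marker *myo-3* had 4279 ± 252 CPM (SD, n = 2) in muscle and 703 ± 84.8 in non-muscle cells. *unc-54*, the main muscle myosin heavy chain, had 45183 ± 172 and 4790 ± 484 CPM. The largest rises in muscle were those of *sfrp-1*, T21B6.3, C13C4.7, *cah-5* and *txt-3*, with log2FC of 3.99 to 5.77, and the largest falls were those of *bah-1*, ZK1025.3 and *ntp-1*, with log2FC of -9.59 to -8.83. All 28 body wall muscle markers exceeded 5 CPM in N2 muscle, and 26 of them were called higher than in non-muscle cells.

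Muscle of each mutant was compared with N2 muscle to ask which genes respond to the loss of either methyltransferase. Of 9167 genes tested, 199 were higher and 6 lower in *met-2*. In *met-2 set-25*, 216 were higher and 19 lower. In *set-25*, no gene was called in either direction (0 higher and 0 lower), while 308 genes were higher and 210 lower at an unadjusted p under 0.05, and the smallest adjusted p was 0.0545. Without a filter on low counts, the alternative that raised the *met-2* count most, 334 genes were higher and 49 lower in *met-2*. In *set-25*, genes were called by the likelihood ratio test (18 higher, 7 lower), DESeq2 (3 and 5) and the fit without a filter (35 and 13). The median log2FC of the 199 genes higher in *met-2* was 3.48, and 70 of them had both N2 libraries at the floor. With these 70 at their lower bound the median was 4.47. The same medians for the 216 genes of *met-2 set-25* were 3.23 and 4.2, with 72 genes at the floor in N2. The difference between the double and the *met-2* mutant was tested directly, and 0 genes were called either way (363 higher and 303 lower at an unadjusted p under 0.05). Here too other tests called some genes, 18 higher and 12 lower with DESeq2 and 22 and 10 with the likelihood ratio test. Against *set-25* muscle, which shares no library with N2, *met-2 set-25* muscle had 195 genes higher and 14 lower.

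**Figure D1:**
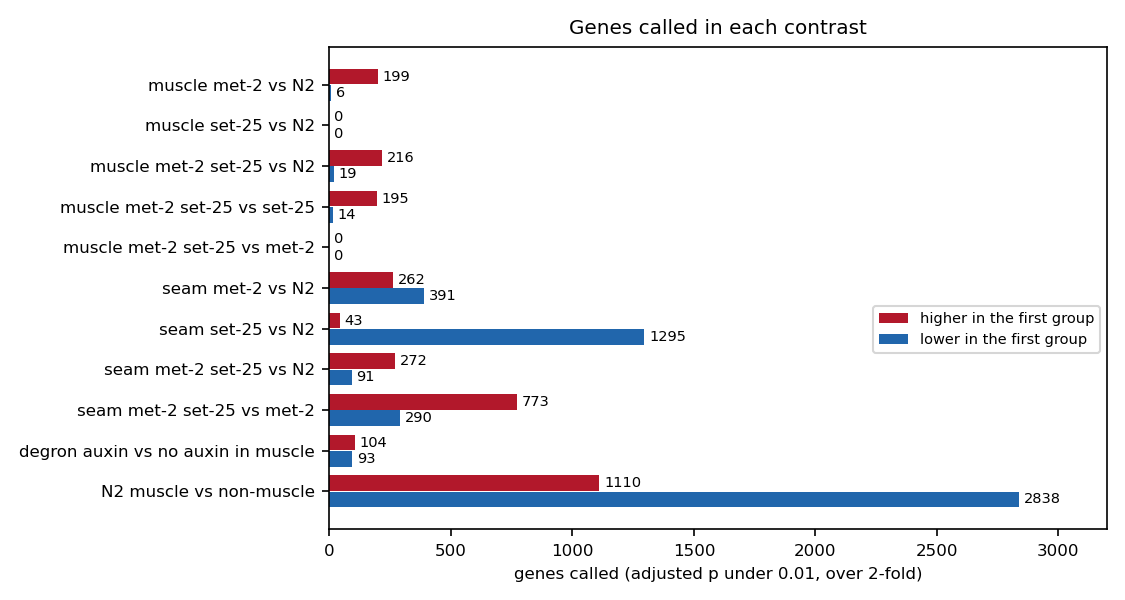
Number of genes called higher (red) or lower (blue) in the first group of each of the 11 contrasts, at an adjusted p under 0.01 and more than 2-fold. In muscle most calls are rises (199 higher and 6 lower in *met-2*, 216 and 19 in *met-2 set-25*), while *set-25* seam cells have 1295 genes lower and 43 higher.

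Rises and falls are ranked here and below by the log2FC with its pseudocount of 8, which ranks genes near 0 in N2 lower than their fold change would. By that measure F15D4.5 (WBGene00008862) came first in *met-2* muscle, rising from 2.49 ± 0.957 CPM (SD, n = 2) in N2 to 584 ± 31.5 CPM, a fitted log2 change of 7.84 ± 0.289 (adjusted p 6.09e-08). In *met-2 set-25* muscle it reached 1007 ± 119 CPM (8.72 ± 0.297, adjusted p 2.54e-08). *ddn-1* (WBGene00015227) had 1 and 0 counts in the N2 libraries and 99.4 ± 11.5 CPM in *met-2*, at least 439-fold higher (adjusted p 9.79e-08), and 203 ± 15.04 CPM in the double mutant, at least 896-fold higher. WBGene00019208, which has no current name in the table used, had 0 counts in both N2 libraries and 61.6 and 94.3 CPM in *met-2*, at least 344-fold higher (adjusted p 2.57e-06). *lotr-1* rose 176-fold to 144 ± 4.29 CPM. *glh-1*, a germ granule helicase, rose from 29.6 and 14.8 CPM to 1808 and 1774 CPM (fitted log2 change 6.31 ± 0.339, adjusted p 2.96e-07). The falls were smaller. *clc-26* went from 20.5 ± 0.0955 to 2.15 ± 0.856 CPM (-3.27 ± 0.431, adjusted p 0.000704), Y58A7A.3 from 11.1 ± 0.147 to 0.915 ± 0.203 CPM and *tsp-7* from 18.4 and 10.8 to 2.54 and 3.16 CPM. In *met-2 set-25* muscle the fifth largest rise was that of C53A5.9, at least 316-fold, and the largest falls were those of C36C5.14, *clc-26* and C36C5.12, with fitted log2 changes of -3.91, -3.31 and -2.63. Relative to *set-25* muscle, the double mutant had its largest rises in *ddn-1*, F15D4.5, WBGene00019208, C53A5.9 and *vsra-1* (log2FC 6.85 to 8.32) and its largest falls in *clc-26*, *nep-12* and *rimb-1* (-3.33 to -2.30). The last of these was not called when only the libraries of those groups were fitted.

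Genes higher in *met-2* muscle were compared with those higher in *met-2 set-25* muscle. The sets shared 180 genes, 90.5% of the *met-2* set and 83.3% of the double mutant set, where 4.69 were expected by chance (Fisher's exact test, adjusted p 8.93e-316 over 6 overlaps). These contrasts share the N2 libraries. In 20 simulated fits, unchanged groups against such controls gave a mean of 0 and 0.05 genes called higher, so these fits set no level for the overlap itself. Across 9167 genes the log2FC values of these contrasts had r = 0.83, beside r = 0.50 (SD 0.0109 over 100 simulations) for unchanged groups that share the control. The contrast of *met-2 set-25* with *set-25* shares no library with *met-2* against N2. Across genes the r was 0.65 and Spearman's rho 0.34, and among the 8908 genes called in neither contrast the r was 0.36. Restricting to genes with a mean of at least 50 counts gave r = 0.78. Of the 199 genes higher in *met-2*, 197 had a positive log2FC in *met-2 set-25* against *set-25* (median 2.99), and 152 were called there.

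The level of these genes in the reference group of each contrast was described on the RPKM scale. Of the 199 genes higher in *met-2* muscle, 177 (88.9%) were under 5 RPKM in N2 muscle, compared with 45.6% of all genes tested. With each N2 replicate alone the shares were 88.9% and 89.4%. The share under 5 RPKM in N2 muscle was 85.2% for *met-2 set-25* against N2. For *met-2 set-25* against *set-25*, 84.1% were under 5 RPKM in *set-25* muscle. The median RPKM of the *met-2* set was 0.479 in N2 and 11.4 in *met-2* muscle. In seam cells, 78.2% of the genes higher in *met-2* and 77.2% of those higher in *met-2 set-25* were under 5 RPKM in N2, against 44.2% of genes tested. Of the genes higher with auxin, 59.6% were under 5 RPKM in untreated degron muscle, against 51.3% of genes tested. Counting genes under 1 RPKM in place of 5 lowered the *met-2* muscle share to 65.8%.

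Genes fixed in advance as examples of derepression were examined in every group. *pgl-1*, which encodes a germ granule protein, had 2.95 ± 1.07 CPM (SD, n = 2) in N2 muscle, 116 ± 5.16 in *met-2* (fitted log2 change 5.27 ± 0.705, adjusted p 0.000784) and 129 ± 12.8 in *met-2 set-25* (5.50 ± 0.710, adjusted p 0.000548). In *set-25* muscle the libraries had 9.18 and 0.548 CPM. N2 non-muscle cells had 329 ± 71.4 CPM. In seam cells it rose from 5.64 ± 2.04 to 40.4 ± 1.16 CPM in *met-2* (2.96 ± 0.228, adjusted p 0.000147) and 95.3 ± 7.22 CPM in *met-2 set-25* (3.83 ± 0.233, adjusted p 3.74e-05), with 6.11 ± 1.59 CPM in *set-25*. In degron muscle it had 8.74 and 25.7 CPM without auxin and 53.99 and 44.5 with auxin (1.46 ± 0.302, adjusted p 0.0123), which did not pass the threshold. *pals-30* had 0 counts in both N2 muscle libraries, 19 and 4 counts in *met-2* and 22 and 35 in *met-2 set-25*, where it was at least 9.34-fold higher with an adjusted p of 0.0584. *pals-29* reached at most 10 counts in any library and was not tested.

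**Figure D2:**
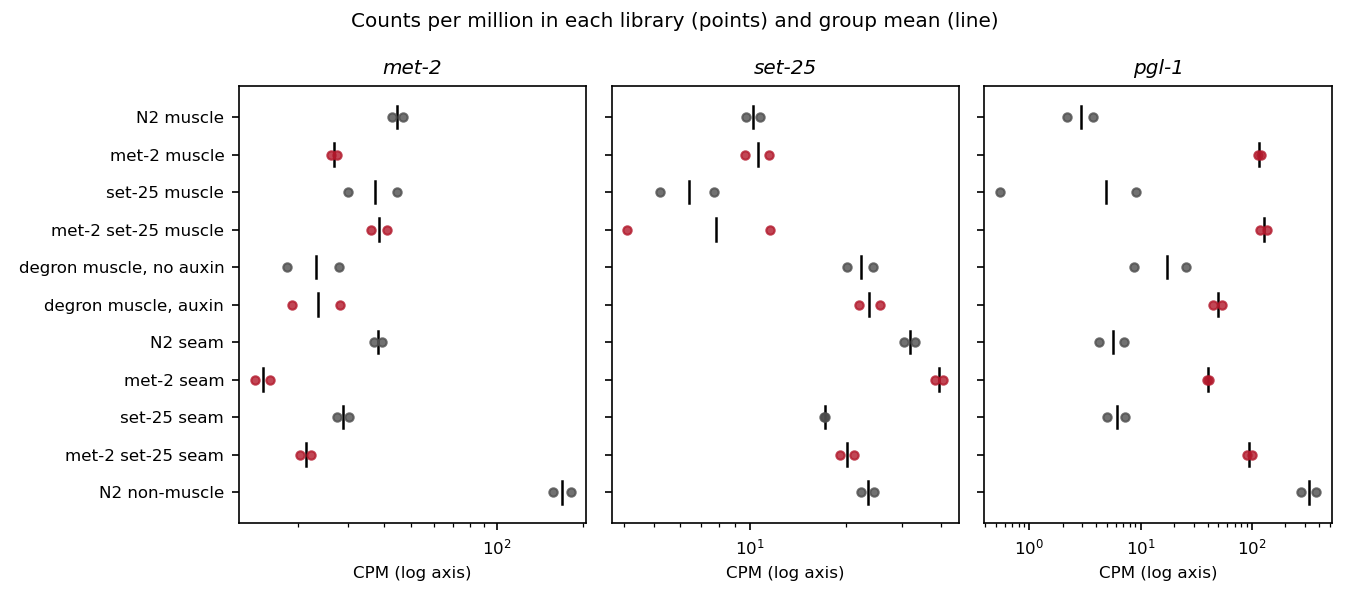
CPM of *met-2*, *set-25* and *pgl-1* in each library (points) and the mean of each group of 2 (line), on a log axis, with *met-2*, *met-2 set-25* and auxin-treated groups in red and the other groups in grey. *pgl-1* lies between 0.548 and 9.18 CPM in N2 and *set-25* muscle and between 113 and 138 CPM in *met-2* and double mutant muscle.

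The transcription factors were examined because the study asked whether factors with enriched motifs change in expression. The study chose them using genes derepressed in these libraries, so adjustment over that list is not independent evidence. Of the 10, 3 had enough counts to be tested in muscle and 5 in seam cells. *hlh-25*, *hlh-28* and *hlh-29* had 0 counts in every library. No factor was called in the 5 muscle genotype contrasts over all genes tested, and adjusted over the list alone 0 were called, with the smallest such p at 0.0948. At an unadjusted p under 0.05, *ceh-48* was lower in *met-2* and in *set-25* muscle and *efl-1* higher in *met-2 set-25* muscle. In seam cells of *met-2* and of *set-25* 0 factors passed either adjustment, while at an unadjusted p under 0.05 *madf-9* and *efl-1* differed in both and *ceh-48* in *set-25*. Adjusted over the list alone, 1 factor passed in *met-2 set-25* against N2 seam cells (p 0.00495) and 1 in *met-2 set-25* against *met-2* seam cells (p 0.00579). In both it was *zip-11*, at 14.5 ± 2.33 CPM in *met-2 set-25*, 24.1 ± 2.28 in N2 and 21.7 ± 1.41 in *met-2*, and over all genes only the second contrast passed an adjusted p of 0.01 (0.00953), with a change below 2-fold. In that contrast *efl-1* was also lower and *madf-9* higher at an unadjusted p under 0.05. No factor passed either adjustment with auxin (smallest p over the list 0.148, *zip-11* at an unadjusted p of 0.0296) or between N2 muscle and non-muscle cells (0.0592, *efl-1* at an unadjusted p of 0.0197).

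The same mutants were compared in seam cells, where 12591 genes were tested. In *met-2*, 262 genes were higher and 391 lower. In *met-2 set-25*, 272 were higher and 91 lower, or 249 and 142 when fitted fold changes were used. In *set-25*, 43 were higher and 1295 lower, or 126 and 1218 when fitted fold changes were used. The double mutant differed from *met-2* by 773 genes higher and 290 lower. That split moved with the scaling, to 1349 and 248 with library totals and to 652 and 471 with fitted fold changes. On library totals, the median log2FC of all genes was -0.14 in *met-2*, -0.30 in *set-25*, 0.26 in *met-2 set-25* and 0.43 in *met-2 set-25* against *met-2*, so the fitted changes below are those relative to TMM factors, which centre them. The 2-fold rule uses the log2FC and so carries that shift. At an adjusted p under 0.01 with no fold threshold, 580 genes were higher and 1329 lower in *set-25*, 276 and 271 in *met-2 set-25*, 323 and 428 in *met-2*, and 784 and 795 in *met-2 set-25* against *met-2*. The imbalance of the last contrast was thus absent at that level without the fold threshold. It was present at an unadjusted p under 0.05, with 3057 genes higher and 1929 lower. For the *set-25* decrease in seam cells, the fit without a low-count filter called 2183 genes lower, and the fit of N2 and *set-25* libraries alone called 640. Median log2FC of genes called higher were 2.24 in *met-2*, 1.31 in *set-25* and 2.56 in *met-2 set-25*, and 2.67, 1.39 and 2.95 with genes at the N2 floor set to their bound. The 1295 genes lower in *set-25* had a median of -2.42, or -3.03 with the 158 genes at the *set-25* floor at their bound.

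Among the largest rises in *met-2* seam cells were *enu-3.2*, from 4.15 ± 0.953 to 204 ± 3.60 CPM (SD, n = 2; fitted log2 change 5.74 ± 0.190, adjusted p 2.51e-06), WBGene00021577, F15D4.5, *enu-3.3* and WBGene00018020. F15D4.5 went from 12.6 ± 3.71 to 436 ± 18.1 CPM in *met-2* (5.24 ± 0.262, adjusted p 1.91e-05) and 717 ± 111 CPM in *met-2 set-25* (5.59 ± 0.266, adjusted p 1.12e-05). The largest falls in *met-2* seam cells were those of F12A10.1, *col-91* and *nlp-25*, with fitted log2 changes of -5.54, -4.69 and -4.21. *col-91* had 16.3 and 77.0 CPM in the N2 libraries and 1.70 and 1.64 in *met-2*. In *met-2 set-25* seam cells *wago-4* rose from 1.43 ± 0.623 to 117 ± 22.7 CPM (6.09 ± 0.379, adjusted p 4.11e-05), and *enu-3.2*, *herd-1* and *his-74* also ranked among the 5 largest rises. *mlt-10* fell from 354 ± 29.5 to 70.8 ± 1.53 CPM (-2.57 ± 0.119, adjusted p 9.76e-06), and *col-50* and *col-164* fell by 4.32 and 2.96 on the fitted log2 scale. The 2 *col* genes were not called when N2 and *met-2 set-25* libraries were fitted alone. In *set-25* seam cells the largest rises were those of *bath-34* (1.91 ± 0.747 to 21.4 ± 0.581 CPM, 3.76 ± 0.3495, adjusted p 0.000220), K10D3.4, C34F6.1, *srt-42* and T05E12.8. C34F6.1 (10.4 and 4.09 CPM in *set-25*) was not called in the fit of N2 and *set-25* libraries alone. The largest falls were those of K01D12.9, *col-80* and *col-58*, which also varied between the N2 replicates. K01D12.9 had 68.02 and 381 CPM in N2 and 1.38 and 0.856 in *set-25*, and *col-58* had 19.9 and 82.3 CPM in N2 and 0.247 and 0.0476 in *set-25*. Between *met-2 set-25* and *met-2* seam cells the named rises were *col-80*, F55G11.4, *dod-3*, *dct-5* and C02F12.5 and the named falls *col-163*, ZK1248.17 and *col-50*. *col-163* (0.0404 and 1.79 CPM in *met-2 set-25*, 27.5 and 24.7 in *met-2*) was not called by DESeq2.

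Tissues were compared to ask whether the same genes respond to loss of MET-2. Of the genes tested in both fits, 182 were higher in *met-2* muscle and 194 in *met-2* seam cells, and 79 were shared. That is 43.4% of the muscle set and 40.7% of the seam cell set, where 4.03 were expected by chance (adjusted p 4.54e-87). For *met-2 set-25* the sets of 195 and 237 shared 103 genes (52.8% and 43.5%; 5.28 expected, adjusted p 1.85e-116). Within seam cells, the *met-2* and double mutant sets shared 176 genes, against 5.66 expected. Unchanged groups simulated with shared controls gave a mean of 0 calls there, so these fits set no level for the overlap. Across 8754 genes the *met-2* log2FC in muscle and seam cells had r = 0.37 and rho = 0.18, and r = 0.13 among genes called in neither. Of the 182 muscle genes, 161 (88.5%) were positive in seam cells with a median of 1.21, compared with 3.47 in muscle. The difference between tissues was tested as an interaction over 12887 genes. The *met-2* effect differed for 65 genes, with 52 more positive in muscle and 13 in seam cells. Of the 120 genes called higher in muscle only, 24 differed by this test, and of the 183 called higher in seam cells only, 10 did, so most genes called in a single tissue were not shown to differ. For *met-2 set-25* 64 genes differed, and for *set-25* 231 genes did, 199 of them more positive in muscle. Both tests were added after the data had been seen. Fitting only the groups in the interaction, the alternative that moved these counts most, gave 28 genes for *set-25* and 27 for *met-2 set-25*. For *pgl-1* the *met-2* effect was larger in muscle by 2.25 ± 0.810 on the log2 scale, with an adjusted p of 0.199.

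Auxin-treated degron muscle was compared with untreated muscle of the same strain to ask whether genes respond when MET-2 is degraded during larval growth. Of 11393 genes tested, 104 were higher and 93 lower with auxin. Library totals in place of TMM gave 52 and 35. The higher genes had a median log2FC of 2.02, or 2.34 with 11 genes at their bound, and the lower genes a median of -1.78. B0507.8 rose from 0 and 2 counts to 14.8 ± 1.04 CPM (SD, n = 2), at least 108-fold (adjusted p 9.55e-07). *pid-2* rose from 7.02 ± 0.611 to 91.9 ± 4.50 CPM (fitted log2 change 3.63 ± 0.181, adjusted p 6.61e-08). *ddn-1* (0.595 and 0 to 17.2 and 20.5 CPM), WBGene00019208 and C53A5.9 were the other large rises, and DESeq2 did not call *ddn-1* or WBGene00019208. The largest falls were those of ZK180.6, from 41.4 ± 11.1 to 3.56 ± 2.17 CPM (-3.56 ± 0.322, adjusted p 1.19e-05), *col-77* and *idpc-3*. Of the genes tested in both fits, 189 were higher in *met-2* muscle and 103 with auxin, and 66 were shared, where 2.18 were expected by chance (adjusted p 8.97e-89). These are 34.9% of the *met-2* set and 64.1% of the auxin set. Of the 189 genes, 180 (95.2%) had a positive log2FC with auxin, with a median of 1.13 beside 3.48 in *met-2*. Across 8929 genes r was 0.39 and rho 0.13. Tested as an interaction over 11099 genes, the effects of the null allele and of auxin differed for 58 genes, and the null allele had the more positive effect on 56 of them. With library totals 35 genes differed. Of the 133 genes higher in *met-2* muscle and not called with auxin, 32 differed by this test.

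**Figure D3:**
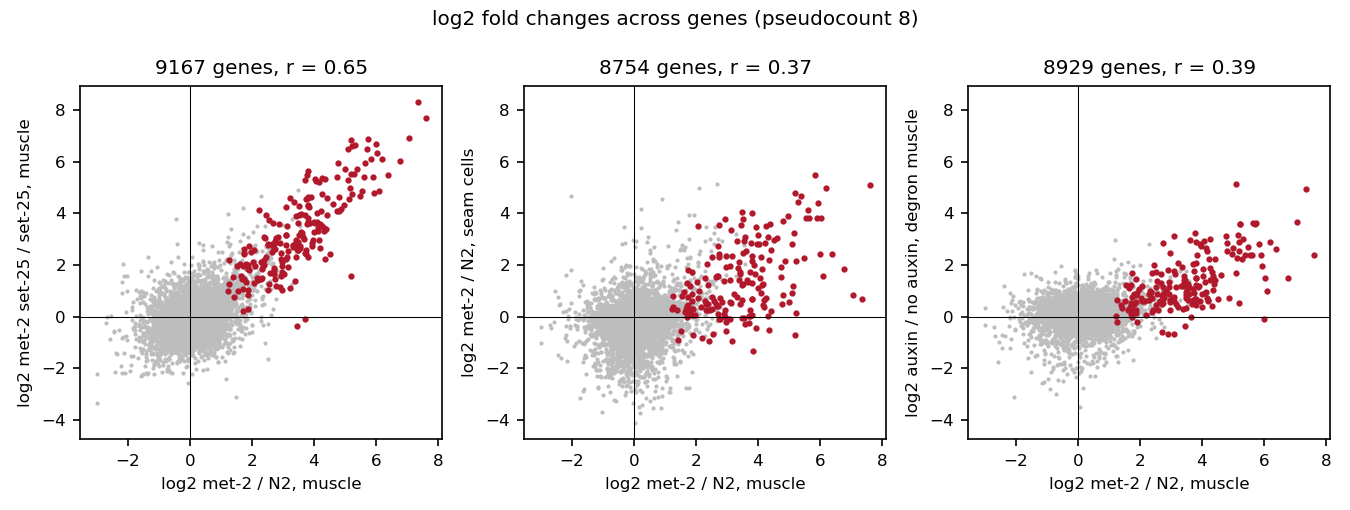
Log2FC (pseudocount 8) of each gene in *met-2* against N2 muscle (x axis) plotted against *met-2 set-25* over *set-25* muscle, *met-2* over N2 seam cells, and auxin over no auxin in degron muscle (y axes); red points are the genes called higher in *met-2* muscle. The 3 panels have r = 0.65, 0.37 and 0.39 across genes, and most red points lie above 0 on each y axis (197 of 199, 161 of 182 and 180 of 189).

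Marker lists were tested to describe which cell types' genes changed. In N2 muscle, 3 of 38 germline markers exceeded 5 CPM, as did 1 of 10 glia, 5 of 16 hypodermis, 2 of 16 intestine, 5 of 20 neuron, 2 of 11 pharynx and 1 of 14 seam cell markers. In N2 seam cells the numbers were 22 of 28 body wall muscle, 9 germline, 4 glia, 14 hypodermis, 7 intestine, 10 neuron, 5 pharynx and 13 seam cell markers. Of 88 list and contrast pairs, 17 passed an adjusted p of 0.01 with camera at the preset correlation. The germline list rose in *met-2* muscle (median log2FC 1.222 over 29 genes, 24 positive and 13 called; camera adjusted p 5.88e-30), *met-2 set-25* muscle (1.33, 13 called; 6.20e-24), *met-2 set-25* against *set-25* muscle (0.65, 11 called; 1.81e-15), *set-25* muscle (0.59, 0 called; 1.47e-07), *met-2* seam cells (0.17, 9 of 37 called; 1.27e-09), *met-2 set-25* seam cells (1.10, 10 called; 8.81e-22) and auxin-treated muscle (0.56, 6 of 36 called; 4.83e-12). The rise in *set-25* muscle rested on 1 library, since the median log2(CPM + 1) of the list was 1.87 and 0.86 in *set-25* and 0.85 and 0.93 in N2. The same *set-25* library had a share of non-muscle RNA of 2.55%, beside 0.501% in the other. Library medians also overlapped in *met-2 set-25* against *set-25* muscle (2.09 and 1.57 beside 1.87 and 0.86) and with auxin (3.32 and 2.94 beside 2.28 and 3.07 without). The share of all counts, on which the most abundant genes of the list weigh most, separated these groups. It was 0.323% and 0.306% beside 0.0412% and 0.0249%, and 0.133% and 0.123% with auxin beside 0.0511% and 0.0773% without. It did not separate *set-25* from N2 muscle (0.0307% and 0.0261%). The neuron list fell in *met-2 set-25* against *set-25* muscle (-0.67, 1 of 14 called; 0.00434). The intestine list fell in *set-25* seam cells (-2.12, 4 of 14 called; 0.00443) and rose in *met-2 set-25* against *met-2* seam cells (1.75, 4 called; 0.000634). The hypodermis list fell in *met-2 set-25* seam cells (-0.21 beside 0.26 for all genes, 2 of 14 called; 0.00223) and in auxin-treated muscle (-0.44, 6 called; 1.34e-12). In the seam cells its library medians did not fall (7.545 and 7.543 in *met-2 set-25*, 7.453 and 7.540 in N2). Its share of all counts did (2.07% and 2.51% beside 3.42% and 3.61%). In the sort, the body wall muscle list was higher in muscle (2.36; 1.97e-32) and the germline (-5.38; 1.34e-12), glia (-5.67; 0.000329), hypodermis (-5.47; 2.29e-09) and seam cell (-3.49; 0.00681) lists were lower. The body wall muscle, glia and seam cell lists passed in no contrast other than the sort. The pharynx list passed in none, and in the sort its median was -3.88 with an adjusted p of 0.0202. Under fry, 4 of the 17 held, namely the neuron list in *met-2 set-25* against *set-25* muscle, the germline list in *met-2 set-25* seam cells, and the glia and hypodermis lists in the sort. The neuron list in *met-2 set-25* against N2 muscle passed under fry only (adjusted p 0.00360). With an estimated correlation 0 of the 88 pairs passed.

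**Figure D4:**
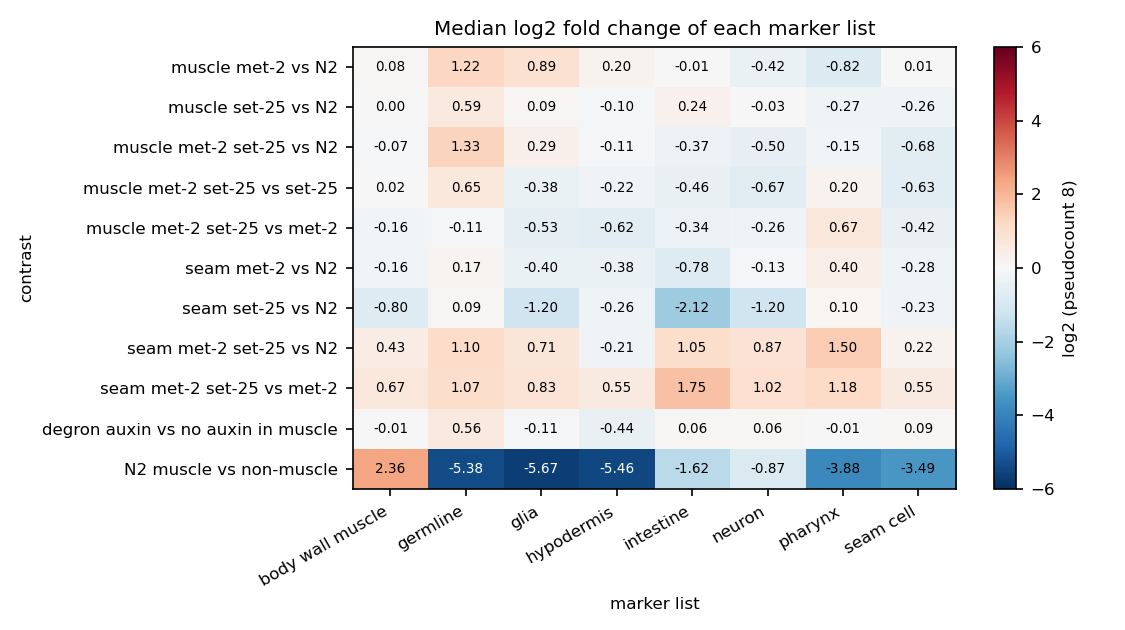
Median log2FC (pseudocount 8, colour and printed value) of each of the 8 marker lists (columns) in each of the 11 contrasts (rows). Values are on library totals, so in seam cells and in the sort they include the shift of all genes (for example -0.30 in *set-25* seam cells); the germline list stands at 1.222 and 1.33 in *met-2* and double mutant muscle.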

Values the study reported

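The study reported 310 upregulated genes in *met-2* muscle and 336 in *met-2 set-25* muscle, at an FDR under 0.01 and a log2FC over 2. In *set-25* muscle it reported 3 upregulated genes. It gave a correlation of 0.74 between the effects of *met-2* loss in the presence and absence of *set-25*. According to the study, 65% of the genes derepressed in muscle were below 5 RPKM in the wild type. It reported 134 derepressed genes after auxin treatment of the degron strain, with a 76% overlap with *met-2* muscle. Between tissues, it reported that 39% of the genes derepressed in muscle were also affected in seam cells, and 35% in the opposite direction of comparison.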

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

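Every test of an explanation in this part was chosen after the results were seen, and the tests of the gain in CPM replaced earlier ones on the same question whose values are also given.

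The effect of *met-2* loss differed between muscle and seam cells for 65 genes by a test of the difference itself, 52 of them with the more positive effect in muscle. One technical reading is that cells of other types in the seam sorts raised the N2 level and so hid the response. That reading needs the genes to gain as many CPM in seam cells as in muscle. The gain was taken over 192 of the 195 genes higher in *met-2 set-25* than in *set-25* muscle. The 195 were chosen without N2, *met-2* or seam cell libraries. The 192 are those with a higher mean CPM in *met-2* than in N2 muscle, so that step used N2 and *met-2* muscle libraries. Over the 192, the median gain in *met-2* seam cells was 21.1% of the gain in muscle (bootstrap 95% interval 12.6% to 33.2%), which argues against that reading for the set. The genes varied widely, with quartiles of 1.54% and 67.3%, and 127 of the 192 lay under 50%. An earlier version on the interaction genes gave -5.14%, but genes chosen for the pattern cannot test it. A still earlier version compared summed levels of 37 genes near 0 in both N2 non-muscle and N2 seam cells, which in *met-2* seam cells reached 6.95% of the *met-2* muscle level. The same ratio was 27.1% over 40 genes near 0 in non-muscle cells alone and 170.0% over all 195 genes, so it depends on the set and is not used. Tissue and experiment cannot be told apart here, because each tissue was sorted and sequenced as its own set of libraries. The stage reached within L3 was left open for *met-2* seam cells, so it is open here too. The difference between tissues remains an untested biological explanation.

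The effects of the *met-2* null allele and of auxin differed for 58 genes, and 56 of them rose more in the null mutant. Non-muscle cells in the degron sorts could have raised the untreated level, since the share of non-muscle RNA was 3.25% and 4.88% without auxin and 0.999% and 0.659% in N2 muscle. The genes behind these shares were chosen to be at least 32 times higher in non-muscle cells than in N2 muscle, which holds the N2 values low. That explanation, non-muscle cells in the degron sorts, keeps the gain in CPM. Over the same 192 genes the median gain with auxin was 22.7% of the gain in *met-2* muscle (95% interval 19.95% to 26.8%), with 165 genes under 50%, so it is argued against for the set. The earlier versions gave 17.7% over the 56 interaction genes and 28.7% from summed levels of 40 genes near 0 in non-muscle cells. Strain, experiment, growth time and mode of MET-2 loss cannot be told apart, because all degron libraries are of another strain than the null mutant and, by the study's methods, of larvae grown longer. Partial depletion of MET-2 and the shorter time without it are biological explanations that were not tested here. The study reported rapid loss of the tagged MET-2 with auxin in larval tissues. In lysates of whole larvae it found H3K9me2 as low as in the null mutant after less auxin time than these sorted larvae had. That goes against partial depletion in larvae as a whole, but sorted muscle was not measured.

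The effect of *set-25* loss differed between tissues for 231 genes, with 199 more positive in muscle, and that of *met-2 set-25* for 64 genes. Of the 199 genes, 190 are among the 1295 called lower in *set-25* seam cells. Fitting only the groups in the interaction gave 28 genes in place of 231. Of these 1295 genes, 1242 (95.9%) were called under both other scalings, but this cannot decide whether scaling brings the falls. The median fitted log2 change of all genes was -0.055 with TMM and -0.007 with the DESeq2 size factors, which are close. With library totals it was -0.345, a shift that adds falls. An even loss of cells of other types from the *set-25* sorts would lower the markers of every other type alike, yet the body wall muscle list changed by -0.85 (22 genes) and the intestine list by -2.66 (7 genes), a difference of 1.81 (permutation test, p 0.00384). This test was first run with the pharynx list and then replaced by the muscle list. Loss of some types, each by its own amount, was not excluded. The list medians over all genes tested were -2.12 for intestine (0 of 14 positive), -1.20 for neuron (1 of 19), -1.20 for glia (1 of 7) and -0.80 for body wall muscle (3 of 27), beside 0.10 for pharynx (6 of 11) and 0.09 for germline (23 of 37). Among abundant seam cell markers, singled out after their values were seen, *grd-10* fell from 1656 to 299.8 CPM, *grd-13* from 707 to 138 and *grd-3* from 702.5 to 146, while *wrt-2* rose from 1331 to 2136. Another stage reached within L3 at collection remains open. The median absolute log2 change of 120 *col-* genes, whose transcripts follow the moults, was 1.05, above the highest of 10000 random sets of like expression (0.602), but 60 changed more than 2-fold downwards and 0 upwards (46 called lower, 0 higher), where another stage was predicted to move them both ways. Stage and genotype cannot be told apart here, because the study's methods give the same nominal growth time for the sorted larvae and neither they nor the labels record the stage reached within L3. An effect of *set-25* itself is an explanation that the design names and that was not tested apart from these.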

How the results depend on the processing

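Alternatives described as added were chosen after seeing the data, and the rest are those listed with the methods. No result reversed. Of 329 values that answer a comparison under an alternative, 205 stayed within the tolerance of their kind, which is the same direction and side of the threshold for a test, 1.5 times for a count of genes, and the spread between replicates for a value with no test. For those that moved, the cause was not tested unless stated. Pairs of counts are genes higher and genes lower.

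With the likelihood ratio test, muscle gave 332 and 42 (*met-2*), 18 and 7 (*set-25*), 365 and 72 (*met-2 set-25*), 326 and 52 (*met-2 set-25* against *set-25*) and 22 and 10 (against *met-2*). Seam cells gave 483 and 884, 76 and 2104, 614 and 164, and 1650 higher against *met-2*. Auxin gave 174 and 171, and 4636 genes were lower in the sort. Transcription factor pairs numbered 3. Overlaps under this test, an added alternative, were 280 (*met-2* and *met-2 set-25* muscle), 233 (*met-2* muscle and *met-2 set-25* against *set-25*), 143 (*met-2* in both tissues), 173 (*met-2 set-25* in both tissues) and 279 (seam cell genotypes).

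Without a filter on low counts, which tests more genes, muscle gave 334 and 49, 35 and 13, 376 and 92, 324 and 78, and 30 and 26 in the same order. Seam cells gave 482 and 965, 95 and 2183, 756 and 176, and 1792 higher. Auxin gave 172 and 177, with 2 factor pairs. At an adjusted p under 0.05, which admits more genes, 21 genes were lower in *met-2* muscle, 49 in *met-2 set-25*, 37 against *set-25* and 2 against *met-2*. Seam cells gave 445 and 849, 79 and 2164, 559 and 151, and 1724 higher. Auxin gave 166 and 154, 4792 genes were lower in the sort, 4 factor pairs passed, and overlaps were 156 (*met-2 set-25* in both tissues) and 267 (seam cell genotypes).

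With DESeq2, 20 genes were lower in *met-2* muscle, 3 and 5 were called in *set-25*, 47 were lower in *met-2 set-25*, 39 were lower against *set-25*, and 18 and 12 were called against *met-2*. In seam cells 709 were lower in *met-2*, 72 higher in *set-25*, 454 and 142 called in *met-2 set-25* and 1161 higher against *met-2*, with 2 factor pairs. A 4-fold threshold, which is stricter, left 3, 10 and 7 genes lower in *met-2*, *met-2 set-25* and *met-2 set-25* against *set-25* muscle. In seam cells it left 161 and 198 (*met-2*), 9 higher (*set-25*), 8 lower (*met-2 set-25*) and 422 and 60 (against *met-2*), with 54 and 31 for auxin and 574 higher in the sort.

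Library totals gave 1349 higher in *met-2 set-25* against *met-2* seam cells, 52 and 35 for auxin, 6376 lower in the sort, 2 factor pairs, an overlap of 41 between *met-2* muscle and auxin, and 35 genes in the interaction of null allele and auxin. Fitted fold changes gave 126 higher in *set-25* seam cells, 142 lower in *met-2 set-25*, 471 lower against *met-2* and 1998 higher in the sort. Fits of the 2 groups alone, which estimate the spread from fewer libraries, gave 10 lower in *met-2* muscle, 128 and 5 against *set-25*, 1 lower against *met-2*, 640 lower in *set-25* seam cells and 177 higher in *met-2 set-25* seam cells. Fitting only the groups in the interaction, an added alternative for these effects, gave 28 genes for *set-25* and 27 for *met-2 set-25*. Using 2-fold alone in the auxin set gave an overlap of 102.

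Counting genes under 1 RPKM in the reference group of each contrast gave 65.8%, 61.6% and 54.4% for the 3 muscle sets, 41.6% and 41.5% in seam cells and 35.6% for auxin. With a mean of at least 50 counts the correlations of *met-2* muscle were 0.776 with *met-2 set-25* against *set-25*, 0.401 with seam cells and 0.460 with auxin. A pseudocount of 1 gave 0.606 and 0.359 for the first pair. Leaving out 1 library at a time, which leaves a group of 1 and gives values only, the correlations ranged from 0.578 to 0.640, from 0.338 to 0.361 and from 0.330 to 0.376, all below the values with every library. Of the 88 list and contrast pairs, 5 passed with fry and 0 with an estimated correlation, against 17.

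The replicate number was tried as a block. The N2 muscle libraries are numbered 2 and 4 in the labels, while the other second replicates of that table are numbered 15 to 23. Replicate numbers therefore need not follow the order of the libraries. Correlations of deviations between same-numbered libraries ran from -0.074 to 0.067 over 6 muscle pairs and from -0.038 to 0.144 over 6 seam cell pairs. The pair of N2 muscle and N2 non-muscle cells had 0.106. These values are small and gave little sign that the numbers pair the libraries, though they do not exclude it. The replicate block gave 192 genes higher in *met-2* muscle and 41 genes in the interaction of tissue and *met-2 set-25*. With a block for library number, 22 values for single genes and lists stayed the same and 2 became weaker. The degron libraries had a correlation of -0.22, and an added block with crossed numbers gave 191 and 188 genes with auxin.

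Of 1048 values for single genes and lists, 1003 kept their direction and side of the threshold, and the neuron list in *met-2 set-25* muscle passed with fry alone. Weaker values numbered 17 with an estimated correlation, 13 with fry and 4 with fits of the compared groups alone. There were 3 with DESeq2, 3 with the replicate block, 2 with the library-number block and 2 with library totals.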

Other observations

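The tests in this part were chosen after the results were seen, except those of chance placement and of chromosomes.

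The *met-2* muscle comparison gave 199 genes higher here. That is lower than the value quoted from the study above. The *met-2 set-25* muscle comparison gave 216 genes higher. That too is lower than the quoted value. The 2-fold threshold hardly moved these counts, which were 199 and 218 without it, and a 4-fold threshold gave 172 and 186. Other choices gave more, with 332 and 365 by the likelihood ratio test, 334 and 376 without a low-count filter and 266 and 307 by DESeq2. The *set-25* muscle comparison gave 0 genes higher, beside 308 at an unadjusted p under 0.05. That is lower than the quoted value. DESeq2 called 3 genes higher, the quoted number, and the likelihood ratio test and the fit without a filter called more.

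Many genes higher in mutant muscle are abundant in N2 non-muscle cells, so more non-muscle cells in the mutant sorts could raise them. The share of non-muscle RNA, measured on 497 genes abundant in non-muscle cells, was 0.885% and 0.847% in *met-2*, 0.801% and 0.572% in *met-2 set-25* and 0.999% and 0.659% in N2. In *set-25* it was 2.55% and 0.501%, and the first of these libraries is part of the reference of *met-2 set-25* against *set-25*. The 497 genes had at least 50 CPM in non-muscle cells and were at least 32 times higher there than in N2 muscle. Genes called in a muscle genotype or auxin contrast were left out. The choice holds the N2 share low and omits genes that contamination could have raised, so the mutant shares may be underestimated. The median gene called higher in *met-2* muscle would need 95.9% of non-muscle RNA, and the lower quartile 35.4%. For *met-2 set-25* the median was 112% and the lower quartile 37.0%. In each set 0 genes needed at most the measured share. Contamination by the cell types that the non-muscle libraries represent is argued against as the cause of either set. These libraries average over many cell types, so a single rare cell type was not tested. Intestine and neurons were poorly represented, with 5 of 16 and 8 of 20 markers over 5 CPM in N2 non-muscle cells. Both lists took a smaller share of counts there than in N2 muscle, so contamination by these types was not tested either.

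The genes higher in *met-2* muscle lay next to each other more often than random sets. Of 198 placed genes, 50 had a called direct neighbour, against a mean of 5.25 and a highest value of 23 in 10000 random sets of like N2 level. Reads shared between overlapping neighbours account for few of these, as 2 of the 28 pairs overlap. Reads shared between paralogous neighbours remain open, because in 20 of the pairs a member has no family name to compare and no sequences were compared. Of the other 8 pairs, 3 carry the same family name. Shared promoters in operons were not tested, and 19 of the pairs lie on the same strand. By chromosome, X held 4 of the called genes, 2.02% against 13.4% of tested genes (Fisher's exact test, adjusted p 1.24e-07 over 6 chromosomes), and chromosome I held 57, 28.8% against 18.4%. Among called genes under 1 CPM in N2 non-muscle cells, 2 of 36 were on X where 7.47 were expected (p 0.0178), so expression in non-muscle cells does not explain the deficit for that part. A biological explanation, such as silencing by MET-2 over neighbourhoods, was not tested.

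The stage reached within L3 may underlie part of the difference between *met-2 set-25* and *met-2* seam cells. Among 120 *col-* genes the median absolute log2 change was 1.10, above the highest of 10000 random sets (0.628), and 30 genes rose and 35 fell more than 2-fold. Another stage predicts this, and an effect of the genotypes on the moult was not tested apart from it. The same holds for *met-2* against N2 seam cells, with a median of 0.80 (highest random value 0.461), 19 genes up and 30 down more than 2-fold, and 3 called higher and 12 lower. This bears on the counts of genes called in *met-2* seam cells and on the difference between tissues. For *met-2 set-25* against N2 the median was 0.64 (highest random value 0.537), but 2 genes rose and 34 fell more than 2-fold, which leaves stage open there.

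Genes lower in auxin-treated muscle included cuticle collagens such as *sqt-3* (348 to 116 CPM) and *dpy-13* (275 to 62.8 CPM). Fewer hypodermal cells in the auxin sorts could lower them. Over 491 genes far higher in N2 seam cells than in N2 muscle the median log2 change with auxin was -0.11, with 280 below 0, against -1.78 for the genes called lower. Genes called with auxin and *col-* genes had been left out of the 491, so the falls themselves could not enter that median. The hypodermal transcripts *dpy-10* (9.63 and 7.83 CPM) and *dpy-7* (8.60 and 9.86 CPM) moved little, though these are low transcripts. The 6 most abundant genes of the hypodermis list, *sqt-3*, *dpy-13*, *sqt-1*, *dpy-5*, *rol-6* and *col-14* (23.4 CPM without auxin), were all called lower. The 491 genes cannot decide whether hypodermal cells were lost, because the called genes were left out beforehand. The 6 markers go with a loss. The size of median that would count against a loss was also set after the value was known, so no verdict is drawn from it. Another stage reached within L3 remains open: 87 *col-* genes had a median absolute log2 change of 0.72 (highest random value 0.384), but 39 fell and 1 rose more than 2-fold. Auxin and stage cannot be told apart here, because both groups had the same nominal growth time by the study's methods and the stage reached within L3 is not recorded there or in the labels.

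Some *met-2*-sensitive genes were higher in untreated degron muscle than in N2 muscle. These are taken from the 195 genes higher in *met-2 set-25* than in *set-25* muscle. Over the 155 of them at 1 CPM or more in non-muscle cells, the median gene would need 5.51% of non-muscle RNA (bootstrap 95% interval 4.07% to 7.63%, lower quartile 0.703%), where up to 4.88% was measured, so more non-muscle cells in the degron sorts could bring much of the rise. Among the 40 genes under 1 CPM in non-muscle cells the summed CPM was 1.63 times that of N2 muscle. In 17 of them both untreated libraries lay above both N2 libraries, and in 3 both lay below. The median gene of these would need 12.5% of non-muscle RNA (95% interval 6.67% to 64.9%, lower quartile 0), more than was measured, and the measured share would bring 0.436 CPM of the summed gain of 10.4 CPM. These values go against non-muscle cells, but few of the genes have counts to judge by, with 12 of the 40 over 3 counts in both untreated libraries, and the bootstrap 95% interval of the summed gain was -2.65 to 28.4 CPM. Without F41G4.7, which was singled out after its values were seen, the gain was 3.33 CPM (-5.22 to 11.1), and the library sums overlapped (11.98 and 19.3 CPM untreated, 9.71 and 14.9 in N2). This set replaced an earlier one that had been chosen with N2 libraries and gave a larger ratio. More non-muscle cells in the degron sorts and a weaker MET-2 in the tagged strain cannot be told apart for either set, because the first needs about the share that was measured, most genes of the second lie near the floor, and the strains were grown for different times and sequenced in separate experiments.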
